A study of Mus musculus with 10 samples. Its data were reported in "Alternative splicing of helicase-like transcription factor (Hltf): Intron retention-dependent activation of immune tolerance at the feto-maternal interface" (2018).

How the data were processed

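Term placentas were taken on gestation day 18.5 from wild type mice and from mice lacking Hltf (helicase-like transcription factor), with 1 placenta in each of 10 RNA-seq libraries, 5 per group. Per the labels, the libraries were random-primed cDNA from total RNA after removal of ribosomal RNA, and each library came from a separate placenta. The labels speak of littermates but assign no library to a litter, batch or dissection, and no batch could be tested.

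The authors aligned the paired-end reads to the mouse assembly mm9. TopHat 1.3.3, Cufflinks and Cuffdiff 1.3.0 are named in the submitters' processing notes, which also list mm10. The gene model and the strand setting of the counting are not given in the sources used here. The authors deposited a series table with a signal value per gene and library, and each of its columns had a root mean square (RMS) of 1 over 20207 rows. Low values were whole multiples of one step per column. After division by that step, between 98.0% and 98.6% of the values under 200 reads lay within 0.1 of a whole number, so the signal is a read count divided by the RMS of the library, with no correction for gene length. Recovered totals were 11084650 to 15803763 reads per library. The 2 pooled columns of estimated counts deposited per group matched the summed recovered reads within 1% for 96.5% of the genes. For 93 genes the wild type sum was over 1.5 times the pooled value. Ahnak had 210011 summed and 14610 pooled reads in wild type. The pooled RPKM values deposited by the authors served only to obtain a relative gene length, so the RPKM of a library was rebuilt from its recovered reads. Spreadsheet software had turned 25 gene symbols into dates, and those rows were left out of the naming. In the per-sample tables of wild type libraries 2 and 4, 47.3% and 56.4% of the rows carried a value that the series table gives to other genes, and the headers of 5 Hltf null tables carried numbers other than those in the labels. The per-sample tables were therefore used for that check alone. By value, each of the 5 Hltf null per-sample tables equalled 1 column of the series table with 0 rows differing, but in an order other than that of the numbers in the labels. The headers and labels thus disagree on which null placenta a column holds, and these libraries are numbered 1 to 5 by column. The labels describe the mice as female, while 6 of the 10 libraries held Y-linked transcripts, and they do not say whether the dams are meant.

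The design written before the data were examined foresaw whole-number counts or RPKM values. The deposited unit was neither, so the test foreseen for normalized values was applied to it. Values were multiplied by a common factor of 282.927, which brings the mean library sum to 1000000, and are called normalised read counts below. Genes with a value of at least 1 in at least 5 libraries were kept, which left 13286 genes. limma-trend (limma 3.58.1 in R 4.3.3) with robust empirical Bayes moderation was fitted to log2(value + 1) with group as the sole factor, and p-values were adjusted by Benjamini-Hochberg, two-sided, with a threshold of 0.05. A second count also required an absolute log2 fold change of at least 0.6, the limit used in the study. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. The count test, edgeR 4.0.16 (quasi-likelihood, TMM factors) on the recovered reads, was run as an alternative added after the unit was known.

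Gene lists were fixed before the data were examined, and 31 of 33 had at least 3 tested members. They were tested with camera at a correlation of 0.01, adjusted over the lists, and again with a correlation estimated per list and with fry. The list of T and B cell markers had 1 tested member, and the mitochondrially encoded genes had 0 rows in the table, so neither was tested. A list score is the mean over members of the log2 value centred per gene. Scores of 10 libraries were compared by exact permutation tests, and relations between scores by Pearson's r and Spearman's rho with 100000 permutations. Genes named in the text are Hltf, all members of the lists of cytolysis and trophoblast genes that the study named, 3 glucose transporters, the 10 largest calls in each direction among genes with a mean of at least 1 in the higher group, and up to 4 members of each list by smallest p, and up to 4 members past the threshold of each list called by camera. That rule was fixed beforehand, but which of the list members appear in the text was decided after their values were seen.

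Simulated reads with the means and totals of these libraries and 200 changed genes were used to test the scripts. limma-trend called 53.6% of genes changed 1.5-fold, 78.1% of those changed 2-fold and 100% of those changed 3-fold among 13314 genes, and 4.46% of its calls were false. In the same simulation 17 calls of DESeq2 were false, 9.71% of its calls. A list shifted by 0.4 was called by camera, and 0 of 30 random lists were. Reads were simulated independently for each gene. In the real data the estimated correlation was 0.560 for the cytolysis list and 0.682 for the cytotoxic granule list. The simulated rates of false calls therefore need not hold for the real libraries and lists.

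Alternatives fixed beforehand were RLE and upper quartile factors, DESeq2 1.42.0, limma-voom with quality weights, no filter and a mean of at least 5 in place of the filter on low values, RPKM with pseudocounts of 1 and 0.1, scores of Y-linked, decidual and yolk sac genes as covariates, library sizes without the 50 most abundant genes, and each library left out in turn. Alternatives added after the data were seen were the count test, TMM factors under limma, the fit without wild type 3 and Hltf null 2, relations between scores centred within each group, and the removal of trends with gene length or GC content from each library. The trend removal was run in a pair of versions. The first also took out the mean level of each library, and it was replaced after its result had been seen by a version that keeps that level. Both are reported. Gene positions and GC content came from a GRCm38 annotation, which is not the assembly of the alignment, so no coordinates are given. Relative gene lengths came from the authors' pooled counts and pooled RPKM values. A relative length was available for 99.9% and a GC content for 98.7% of tested genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were also used.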

Results

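RNA-seq measured transcript levels in 10 term mouse placentas of gestation day 18.5, 5 from wild type and 5 from Hltf null mice. The term placenta holds fetal trophoblast and vessels beside maternal decidua, in which uterine natural killer (uNK) cells reside. Wild type libraries held 13520640 to 15803763 reads assigned to genes, and Hltf null libraries 11084650 to 14390796. Between 15596 and 16213 genes had at least 1 read per library. Library pairs correlated across genes with r between 0.955 and 0.990, and all same-group pairs differed by more than counting noise (chi-square per gene from 11.9 to 77.0), so each library counted once. On the first principal component (42.1% of the variance), Hltf null 2 stood at 49.7 and wild type 3 at 29.8, while the remaining 8 libraries lay between -21.4 and 0.754.

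Hltf, a SWI/SNF-family helicase and the deleted gene, was checked first. Its normalised read count was 18.1 ± 4.69 (SD, n = 5) in wild type and 5.63 ± 1.21 (SD, n = 5) in Hltf null placenta, or 31.0% of the wild type mean. The log2 fold change was -1.51 (SE 0.17, limma adjusted p = 3.5e-04), and all 5 null libraries lay below every wild type library. An exact two-sided permutation test of the 10 log2 values gave p = 0.00794, the smallest it allows. Recovered Hltf reads numbered 62 to 100 in null and 181 to 347 in wild type libraries. The table has 1 value for the whole gene, so whether the remaining reads came from outside the deleted part was not analysed here.

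The question of the design was which transcripts change when Hltf is deleted. Sox11, a transcription factor of developing tissues, fell by 1.14 on the log2 scale (SE 0.13, limma adjusted p = 3.5e-04), from 34.0 ± 3.01 to 15.01 ± 2.85 (SD, n = 5 each). Tppp, a tubulin-binding protein, went from 19.97 ± 3.95 to 9.57 ± 1.69, and Npr3, the natriuretic peptide clearance receptor, from 47.2 ± 11.6 to 24.1 ± 4.38. Lipe, hormone-sensitive lipase, had a log2 fold change of -0.91, Ly6g6c of -1.15, Doxl2 of -0.93 and Eif4ebp3 of -0.91. The transcripts that rose included Aplnr, the apelin receptor of vessels (9.73 ± 1.61 to 19.1 ± 4.55, log2 fold change 0.89), Wnt10b, a secreted Wnt ligand (3.12 ± 0.582 to 6.68 ± 1.08), and Cyp1a1, a target of the aryl hydrocarbon receptor (0.596 ± 0.234 to 2.38 ± 0.639). Slc26a7, an anion transporter, had the largest positive change among the calls (1.28, SE 0.24). Pex5l, Sgk2, Syp and Adam8 rose by 0.85 to 0.88. Ceacam-ps1 (-1.13) and the histone gene Hist1h2bm (1.12) belong to families whose members could share reads, so their values are uncertain. When each library was left out in turn, the calls of Sox11, Tppp, Ly6g6c and Lipe held in 10 of 10 fits, while Npr3 (adjusted p = 0.0581), Pex5l, Syp, Sgk2, Aplnr, Wnt10b, Slc26a7, Eif4ebp3, Ceacam-ps1, Hist1h2bm and Doxl2 (0.0933) were not called without Hltf null 5, and each of these but Npr3 was also lost without at least 1 other library. Adam8 was lost without wild type 1 (0.0539) or 5 or Hltf null 3. Cyp1a1 passed the filter only in the 5 fits without a wild type library and was called in each (highest adjusted p = 0.0497). Its dependence on a single null library was therefore not tested.

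In all, 136 of 13286 genes passed an adjusted p of 0.05 in limma-trend, 26 higher and 110 lower in Hltf null placenta, and 61 also passed the fold threshold (20 higher, 41 lower). The median log2 fold change over all tested genes was -0.04. With TMM scaling in place of the authors' RMS scaling, 483 genes were called, 236 higher and 247 lower, so the 80.9% share of lower calls became 51.1%. The edgeR count test on recovered reads called 438 genes (223 higher, 215 lower). The number of calls was 22, 55 and 17 without wild type 1, 4 or 5, and 62, 22 and 13 without Hltf null 1, 3 or 5. It was 186 without wild type 3 and Hltf null 2, and 7 with a score of Y-linked genes as a covariate. Of the 136 genes, 129 were also called under TMM scaling and 126 in the count test, and each kept its direction in both.

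**Figure D1:**
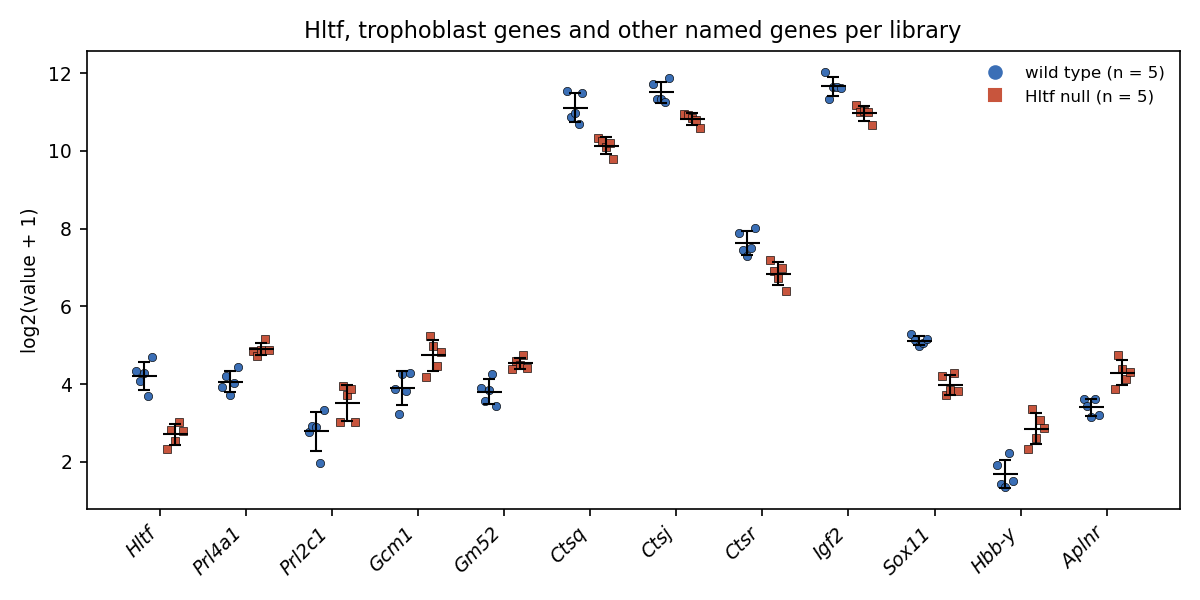
Normalised read count, as log2(value + 1), of 12 named genes in each library of wild type (circles, n = 5) and Hltf null (squares, n = 5) placenta, with the group mean and SD. The 5 null libraries lie below all 5 wild type libraries for Hltf, Ctsq, Ctsj, Ctsr, Igf2 and Sox11, and above them for Prl4a1, Gm52, Hbb-y and Aplnr.

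Trophoblast markers that the study named moved in both directions. Prl4a1, a prolactin family hormone of invasive trophoblast giant cells, rose from 16.02 ± 3.25 to 29.0 ± 3.45 (SD, n = 5 each; log2 fold change 0.83, limma adjusted p = 0.0112). Syncytin-A, the retrovirus-derived fusogen of the syncytiotrophoblast listed as Gm52, rose from 13.3 ± 3.31 to 22.3 ± 2.38 (0.73, adjusted p = 0.0246). Ctsq, a cathepsin of sinusoidal trophoblast giant cells, fell from 2271 ± 597 to 1136 ± 155 (log2 fold change -0.97, adjusted p = 0.0160). For Gcm1, the regulator of syncytiotrophoblast differentiation, the change was 0.84 ± 0.23 (SE) with adjusted p = 0.104, for Prl2c1 0.74 ± 0.26 with adjusted p = 0.179, and for the chemokine receptor Cxcr7 0.50 ± 0.27 with adjusted p = 0.416. Of the 6 genes, limma-trend called 2 higher and 1 lower over all genes, and 4 higher and 1 lower when adjusted over the list alone. Over all genes edgeR, limma-voom and limma-trend with TMM scaling called 4 of them and DESeq2 6, with Gcm1 called under TMM scaling (adjusted p = 0.0331) and Cxcr7 in DESeq2 alone (0.0438). The study chose these genes on the same samples, so the list is not independent evidence. camera called the list higher (adjusted p = 5.3e-04), and adjusted p was 0.319 with an estimated correlation. The calls of Gm52 (adjusted p = 0.0720 and 0.0606) and Ctsq (0.0556 and 0.0606) ended without Hltf null 3 or 5, and that of Gm52 also without wild type 1 or 5 (0.0539 and 0.0683).

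Placental cathepsins, a rodent cluster of lysosomal proteases, were called lower as a list (6 members, camera adjusted p = 0.00194; adjusted p = 0.614 with an estimated correlation). Ctsq, Ctsj (2953 ± 587 to 1811 ± 178, SD, n = 5 each) and Ctsr (201 ± 42.2 to 116 ± 22.8) were called lower by limma-trend over all genes, and 4 members adjusted over the list alone (3 in edgeR and limma-voom, 4 in DESeq2). Cts6 stood at 655 ± 275 and 305 ± 42.2 (adjusted p = 0.109). Without Hltf null 5 neither Ctsj (adjusted p = 0.0581) nor Ctsr (0.0729) was called, and Ctsr was also lost without wild type 1 (0.102), 4 (0.0619) or 5 (0.0674) or Hltf null 2 (0.0606) or 3 (0.0972). The members are close paralogs, and reads shared between them leave the value of each uncertain. The labyrinth and syncytiotrophoblast list was called higher (14 members, adjusted p = 0.0157; 0.695 as adjusted p with an estimated correlation), with 1 member, Gm52, called by limma-trend over all genes and 4 adjusted over the list alone, and 3 called in edgeR, limma-voom and limma-trend with TMM scaling and 6 in DESeq2. The list call ended without Hltf null 5 (adjusted p = 0.0617). Lists of trophoblast giant cell (adjusted p = 0.931), spongiotrophoblast and glycogen cell (0.0929) and prolactin family genes (0.414) were not called by camera. In limma-trend the giant cell list had 1 member called higher and 1 lower over all genes (2 and 4 adjusted over the list alone), the spongiotrophoblast list 1 lower (1 adjusted over the list alone) and the prolactin list 1 higher and 1 lower (1 and 2 adjusted over the list alone). In the same order edgeR and limma-voom called 2, 0 and 1 members and DESeq2 4, 3 and 4. The spongiotrophoblast list was called higher without wild type 2 (0.0132), wild type 5 (0.0248) or Hltf null 2 (0.00322) and with the Y-linked score as a covariate (0.0203). In the prolactin family Prl4a1 rose, and Prl8a6 fell by 0.50 on the log2 scale (adjusted p = 0.0493), a call that was lost under TMM scaling, in the count test and in 7 of 10 fits with a library left out, while Prl5a1 had 36.4 ± 6.24 and 19.8 ± 8.86 (adjusted p = 0.124), with the same doubt over shared reads.

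Whether the perforin and granzyme genes of uNK cells rise without Hltf was the second question. Prf1, the pore-forming perforin, had 6.56 ± 4.80 in wild type and 22.1 ± 27.8 in Hltf null placenta (SD, n = 5 each; log2 fold change 1.18, SE 0.71, limma adjusted p = 0.475). Gzmb had 1.25 ± 0.72 and 4.40 ± 4.59 (0.97, SE 0.47, adjusted p = 0.357), and Gzme 6.93 ± 4.93 and 23.0 ± 21.4 (1.45, SE 0.53, adjusted p = 0.232). Log2 fold changes of Gzmc, Gzmd, Gzmf and Gzmg were between 1.03 and 1.3, with adjusted p from 0.393 to 0.439, and reads shared among these near-identical granzymes leave each value uncertain. Lyz2 had 0.61 (adjusted p = 0.426), Fgl2 0.52 (adjusted p = 0.860) and Alb -0.01 (adjusted p = 0.999), and the sign of Alb turned positive under TMM, RLE and upper quartile scaling. Of these 10 genes, limma-trend called 0 over all genes and 0 adjusted over the list alone, edgeR and limma-voom also called 0, and DESeq2 called 2. At an unadjusted p under 0.05 in limma-trend, 1 gene passed, which was Gzme. The study chose the list on these samples, so it is not independent evidence of a direction.

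The cytolysis list (camera adjusted p = 1.3e-05) and the wider cytotoxic granule list (10 members, adjusted p = 5.1e-06) were called higher, and with an estimated correlation the adjusted p was 0.580 for both. The lists share 7 genes. In the granule list Unc13d, a priming factor of granule release, was called higher (23.0 ± 2.59 to 37.6 ± 9.34, SD, n = 5 each; limma adjusted p = 0.0334), the sole member called by limma-trend over all genes and adjusted over the list alone (1 in edgeR and limma-voom, 3 in DESeq2). That call ended in 7 of 10 fits with a library left out, with the highest adjusted p (0.109) without Hltf null 3. The mean granule score differed by 0.933 between groups (exact permutation p = 0.0635), with Hltf null 2 at 1.91 and the other null libraries between -0.168 and 0.623. Without Hltf null 2 the difference was 0.570 (exact permutation p = 0.119). In Hltf null 2 the decidua score was 0.393, the smooth muscle score 1.73, the neutrophil score 1.23 and the yolk sac score -2.59. In wild type 3 the smooth muscle score was 1.31 and the neutrophil score 1.61. NK identity genes (3 tested of 20) were not called (mean log2 fold change 0.00, adjusted p = 0.931), with Il2rb at 81.8 ± 5.38 and 81.0 ± 13.3 and a difference whose sign turned with the scaling. The tested members were Il2rb, Itga2 and Cd244. The remaining members, Ncr1, Klrb1c, Eomes and Tbx21 among them, did not pass the filter on low values. The list therefore cannot show whether NK cell content changed. Chemokine genes that draw uNK cells were not called either (3 members, adjusted p = 0.351), with Cx3cl1 at 34.9 ± 5.76 and 34.6 ± 4.12, again with a sign that turned with the scaling.

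**Figure D2:**
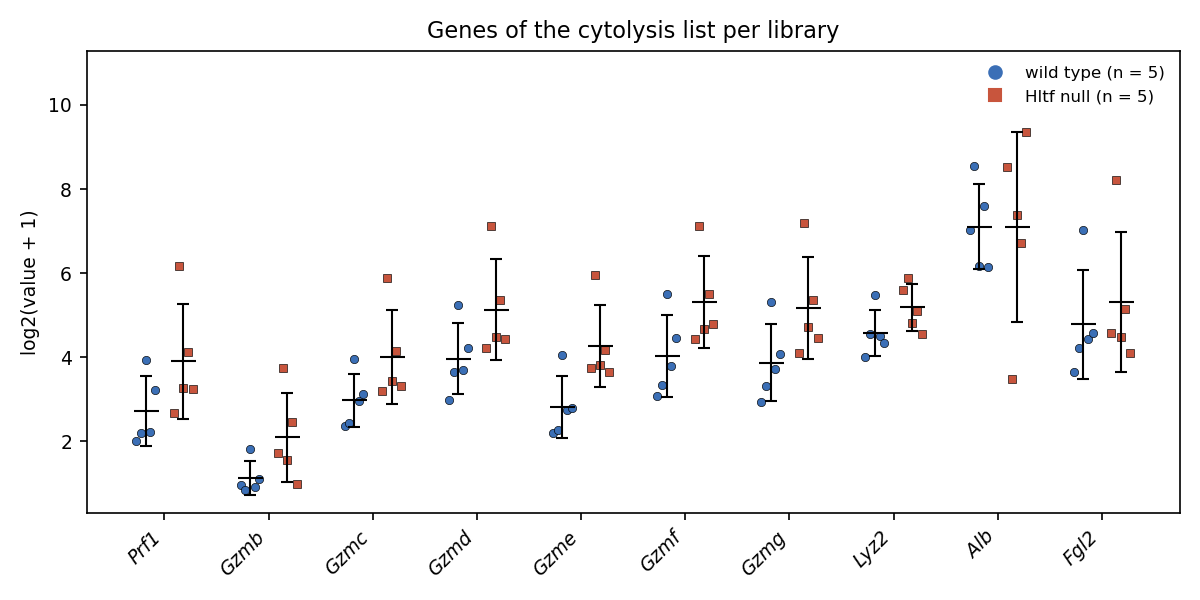
Normalised read count, as log2(value + 1), of the 10 cytolysis genes in each library of wild type (circles, n = 5) and Hltf null (squares, n = 5) placenta, with the group mean and SD. The highest Prf1 value, 71.3, belongs to Hltf null 2, and the groups overlap for each gene.

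Across the 10 libraries the granule score rose with the decidua score (r = 0.805, permutation p = 0.00498, adjusted 0.0149; rho = 0.770, permutation p = 0.0123, adjusted 0.0368) and the macrophage score (r = 0.827, permutation p = 0.00347, adjusted 0.0149; rho = 0.782, permutation p = 0.0104, adjusted 0.0368). It fell with the yolk sac score (r = -0.829, permutation p = 0.00896, adjusted 0.0179; rho = -0.564, permutation p = 0.0964, adjusted 0.145). For the erythroid score r was 0.646 (permutation p = 0.0341, adjusted 0.0512; rho = 0.6, p = 0.0736) and for NK identity 0.537 (permutation p = 0.107, adjusted 0.129; rho = 0.358, p = 0.310). Over the 6 libraries with Y-linked transcripts r with the Y-linked score was -0.499 (permutation p = 0.303; rho = -0.486, p = 0.356). With the 2 libraries farthest from the median left out, 0 of the 5 relations over all libraries passed after adjustment and 1 passed unadjusted. For decidua r was 0.740 (permutation p = 0.0365, adjusted 0.183) and for yolk sac -0.666 (permutation p = 0.0737, adjusted 0.184). For macrophages it was 0.494 (permutation p = 0.211, adjusted 0.322), a relation that rests on those libraries. With both scores centred within each group r was 0.817 for decidua (exact permutation p = 0.000625, adjusted 0.00375), -0.900 for yolk sac (exact permutation p = 0.00368, adjusted 0.0110) and 0.798 for macrophages (exact permutation p = 0.0267, adjusted 0.0535, so the call was lost).

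**Figure D3:**
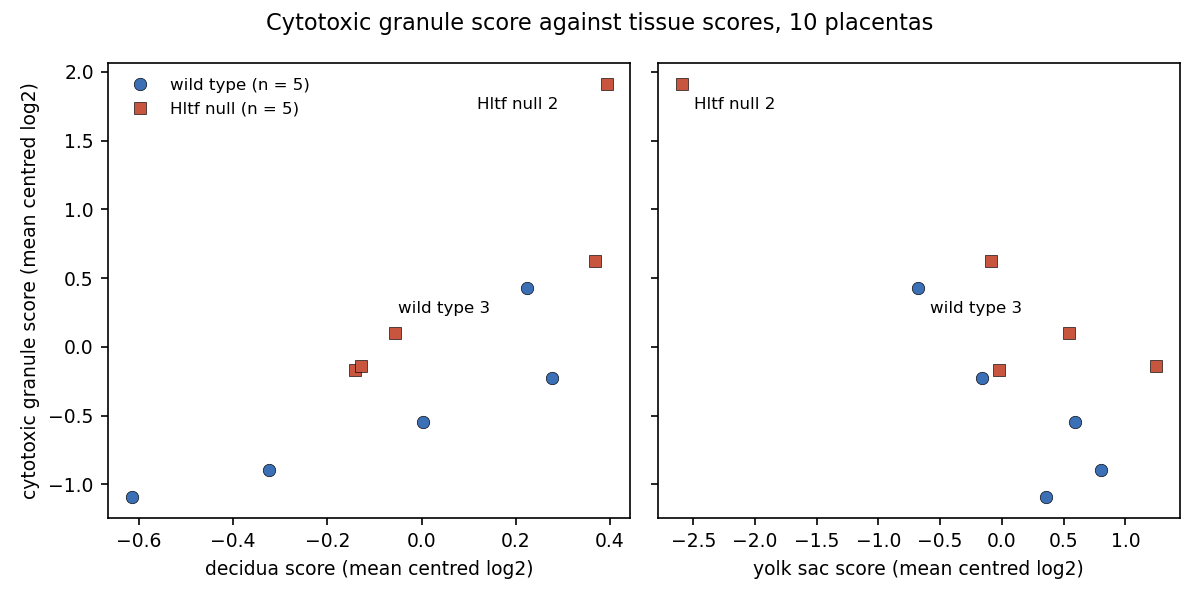
Cytotoxic granule score against the decidua score and the yolk sac score (each the mean of centred log2 values) in wild type (circles, n = 5) and Hltf null (squares, n = 5) placentas, 1 point per library. Hltf null 2 lies at a granule score of 1.91 and a yolk sac score of -2.59, apart from the other libraries.

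Nutrient transport was a further question of the study. Slc2a1, the facilitated glucose carrier, had 2199 ± 468 in wild type and 2649 ± 382 in Hltf null placenta (SD, n = 5 each; log2 fold change 0.28, limma adjusted p = 0.309). Slc2a3 had 97.5 ± 22.5 and 128 ± 20.7 (0.41, SE 0.16, adjusted p = 0.210), and Slc2a12 had 13.6 ± 4.13 and 15.7 ± 4.17 (0.21, adjusted p = 0.668). camera did not call the lists of glucose transporters (adjusted p = 0.144; 0.0447 and higher in RPKM) and amino acid transporters (0.282), with Slc7a5 at 0.51 (adjusted p = 0.156), Slc7a7 at 0.41 (adjusted p = 0.107) and the System A carrier Slc38a4 at -0.15 (adjusted p = 0.399). limma-trend called 0 members of either list over all genes (2 in each at an unadjusted p under 0.05), and adjusted over the list alone 1 amino acid transporter, Slc7a7 (0.0449), and 0 glucose transporters. Of the amino acid transporters edgeR, DESeq2, limma-voom and limma-trend with TMM scaling called 2, Slc7a5 (0.0380 under TMM scaling) and Slc7a7 (0.0425), and of the glucose transporters DESeq2 called 2, Slc2a1 (0.0315) and Slc2a3 (0.0133), and the others 0. Hypoxia and HIF target genes were not called as a list (adjusted p = 0.381), with Ndrg1 at 0.36 (adjusted p = 0.121), which was called higher under TMM scaling (0.0173) and in 12 of 29 other settings in all. limma-trend called 0 of the hypoxia genes over all genes and 0 adjusted over the list alone (3 at an unadjusted p under 0.05), edgeR and limma-voom 1 and DESeq2 2. Angiogenic factors were not called as a list either (adjusted p = 0.381). limma-trend called 0 of them over all genes and 0 adjusted over the list alone (2 at an unadjusted p under 0.05), edgeR and limma-voom 0 and DESeq2 1. Eng had -0.28 (adjusted p = 0.166) and was called lower in 2 other settings, with the yolk sac score (0.0326) and with level and GC trend taken out (0.0472).

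Gamma protocadherins, a cluster of adhesion molecules that share 3' exons, were called lower as a list (22 members, adjusted p = 0.0153; adjusted p = 0.695 with an estimated correlation), with a mean log2 fold change of -0.23. Of the 22 members, 20 had a lower mean log2 value (19 under TMM scaling). Members that share exons can share reads (estimated correlation 0.301), so this is not a count of independent genes. The median log2 fold change over all tested genes was also negative, at -0.04. limma-trend called 0 of them over all genes and 0 adjusted over the list alone, 4 passed an unadjusted p under 0.05, and edgeR, DESeq2 and limma-voom called 0. Pcdhga11 had 9.83 ± 2.18 and 6.83 ± 1.35 (SD, n = 5 each; adjusted p = 0.152) and Pcdhgb8 4.90 ± 0.86 and 3.43 ± 0.54 (adjusted p = 0.207). The shared exons leave single members uncertain, and the call ended without Hltf null 5 (mean -0.15, adjusted p = 0.0714), with the Y-linked score as a covariate (mean -0.20, 0.0561) and with the length trend taken out (mean -0.17, 0.109). Genes of sheddases and gamma-secretase, which process protocadherins, were not called as a list by camera (adjusted p = 0.931). limma-trend called 0 of them over all genes and 0 adjusted over the list alone (3 at an unadjusted p under 0.05), edgeR and limma-voom 0 and DESeq2 2. Adam10 had -0.30 (adjusted p = 0.122; 0.0164 in DESeq2) and was called lower in 7 of 29 other settings.

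Longer genes had lower values in Hltf null placenta. Across genes, which are not independent replicates, the log2 fold change correlated with relative gene length at rho = -0.252 and with GC content at rho = 0.289. Within a library, the correlation of the centred log2 value with length lay between 0.0759 and 0.250 in the 5 wild type and between -0.198 and 0.0459 in the 5 Hltf null libraries (exact two-sided permutation p = 0.00794, the smallest it allows), and for GC content the exact permutation p was 0.0952. Genes called lower had a median relative length of 1.87 and those called higher of 0.915.

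**Figure D4:**
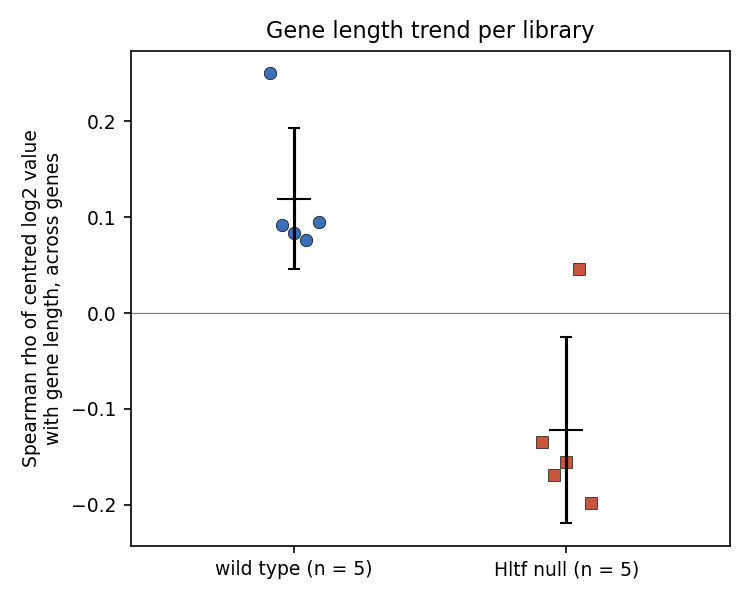
Spearman's rho of the centred log2 value with gene length, across genes, in each library of wild type (circles, n = 5) and Hltf null (squares, n = 5) placenta, with the group mean and SD. Each wild type value, from 0.0759 to 0.250, lies above each Hltf null value, from -0.198 to 0.0459.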

Values the study reported

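The study reported 157 differentially expressed genes out of 11538 with measured expression. Cytolysis led its list of biological processes, with p = 1.900e-12 and 10 of 21 annotated genes. It gave an expression change of 0.453 with p = 0.018 for Slc2a3, and p = 0.004 for the increase of Cxcr7. The study also reported stronger immunolabeling of Cxcr7 and perforin protein in null placenta, which the RNA values here cannot test. Its uNK cell counts per section were 197.8 ± 23.09 in controls and 155.3 ± 24.04 in null placentas, with p = 0.2494.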

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

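The tests of the granule genes and of the genes called lower, with scaling, length and GC content, were chosen after those results had been seen, and the length and GC corrections were revised after a first result was known. A library was picked out where its gap to the nearest of the other 4 in its group was large against the range of the group, and this held for 29 of 238 groups of values, where chance alone gives about 11.9. Of these, 10 concerned Hltf null 2 and 7 wild type 3.

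In Hltf null 2, Gzme was 61.0 (others 11.5 to 17.1), Fgl2 294 (16.2 to 34.7), the smooth muscle myosin Myh11 407 (31.7 to 67.0), Lcn2 30.3 (1.06 to 2.31) and Thy1 9.62 (1.13 to 2.30), while Fga, a fibrinogen chain of yolk sac endoderm and liver, was 4.77 (87.3 to 193). Its scores were 1.73 for smooth muscle, 1.23 for the 4 tested genes of the neutrophil list, 0.434 for nuclear or non-polyadenylated RNA and 0.316 for G2M genes, all highest in the group. In wild type 3, Fgl2 was 129 (11.6 to 22.8), Gzmb 2.51 (0.782 to 1.15), Lcn2 48.6 (1.31 to 4.56) and Pcdhga11 13.6 (8.27 to 9.58), Ceacam-ps1 was lowest at 10.7 (14.0 to 15.01), and the scores of neutrophil and immediate early genes were 1.61 and 0.226. In wild type 4, Ddx3y was 0, Uty 0.0667 and the Y-linked score -2.12 (1.24 to 1.69 in the others), and Fos was 89.6 (75.0 to 78.9). Wild type 2 was lowest for Gypa at 1.24 and Neat1 at 416, and wild type 5 highest for Prl5a1 at 47.2. Hltf null 1 was lowest for Cldn5 at 34.0 and for the erythroid score at -0.283, Hltf null 5 lowest for the immediate early score at -0.346, Hltf null 3 highest for imprinted genes at 0.0175 and Hltf null 4 highest for the prolactin family at 0.1997.

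The first pattern weighed was the higher level of cytolysis and granule genes in Hltf null placenta. The score difference of 0.933 was 0.570 without Hltf null 2, above the bound of 50% of the full value set for a single library as the cause, with an exact permutation p of 0.119 that also misses the bound against it. With decidua and yolk sac scores as covariates the group coefficient was 0.604 (95% interval 0.231 to 0.976), below the share set to exclude tissue sampling and above the share set for it. Over all 10 libraries the exact permutation p was 0.0635, which misses the threshold for an effect of the deletion. A single library, the share of decidua and yolk sac tissue and the deletion therefore cannot be told apart, because none of the bounds set for or against them was met.

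The second pattern was the excess of lower calls and the lower level of longer genes in Hltf null placenta. There were 110 lower and 26 higher calls with RMS scaling and 247 and 236 with TMM factors. The share of lower calls was 80.9% with RMS scaling, 51.1% with TMM, 49.1% with RLE and 55.7% with upper quartile factors. It was 62.5% without the 50 most abundant genes in library sizes, and 65.7% with RMS scaling and the length trend taken out. The excess of lower calls thus depended on the scale, although both numbers rose with TMM factors. Over the 110 genes called lower, the ratio of the TMM to the RMS fold change had a median of 0.921 (quartiles 0.905 and 0.938), and 103 of the 110 were called. The median log2 fold change over all genes moved from -0.0386 to 0.0027, a small shift beside changes picked for their size. Most of the fold change of these genes thus stayed under TMM factors. The ratio could hardly have fallen far, so it decides nothing about the excess of lower calls. With the length trend taken out the median ratio was 0.881 (quartiles 0.778 and 1.00). Of the 110 genes 45 were called, as the fold changes shrank by more than their SE (median SE ratio 0.969). With the GC trend taken out the median ratio was 0.959 (quartiles 0.877 and 1.02) and 79 were called. A smooth trend over all genes could hardly remove changes picked for their size. These ratios therefore do not exclude a part for length or GC content. In the first version of these corrections, which also removed the mean level of each library and so part of the scaling, the median ratio was 0.789 for length, just short of the bound of 0.8 against a cause, and 0.869 for GC content. Whether the ratio for length met that bound thus depends on the version. Why the RMS scale moved the fold changes down was not tested. The relation to length can hardly be altered by a factor per library (rho -0.252 before and -0.246 after). The per-library correlation with length separated the groups (exact permutation p = 0.00794, the smallest possible). RNA quality stays open as its source. The study lists an RNA integrity number for each sample in its supplement, but the deposited tables hold none, and these numbers were not used.

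The third pattern was the number of called genes. Of 100 splits of the libraries drawn from 126, 1 (the real one) gave 136 or more, so chance can be excluded at 0.05 for the number of calls, although the highest other split gave 131. By the number of genes at an unadjusted p of 0.05, 7 of the 100 splits gave as many as the real one (2160; highest other 3050), so chance cannot be excluded by that measure, which was chosen after the splits had been seen. The highest other split by both counts, wild type 1, 2 and 4 with Hltf null 1 and 5 against the rest, follows the first principal component. Fetal sex was unbalanced, with Y-linked transcripts in 4 wild type and 2 Hltf null libraries, yet with the Y-linked score as a covariate the fold changes of the 136 genes kept a median ratio of 0.958 to the unadjusted ones while their SE rose by a median ratio of 1.12, and calls fell to 7 as the error grew. With both tissue scores the median ratio was 1.00 (SE ratio 0.913) and 1112 genes were called. Both ratios met the bound of 0.8 set against sex or tissue share as a cause. The scores did not separate the groups (exact permutation p = 0.381 for Y-linked, 0.405 for decidua and 0.714 for yolk sac genes). Ratios over genes picked for their group difference could therefore hardly have fallen far. They do not exclude a part for sex or tissue share in these fold changes.

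With the fold threshold, 1 of the 100 splits, the real one, gave 61 or more and the highest other 46. Chance can thus be excluded for this count with RMS scaling, the scale of the real count. It cannot be excluded by the number of genes at an unadjusted p, where 7 of the 100 splits gave as many as the real one. The 2 measures therefore differ, and chance is not excluded for the group difference as a whole. For gene lists, 16 of 100 splits gave 11 or more called lists and the highest other gave 15, so chance cannot be excluded for their number.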

How the results depend on the processing

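Settings chosen after the data were seen were the count test, TMM factors, the fit without wild type 3 and Hltf null 2, the relations within groups, and the length and GC corrections. The cause of each shift was not tested unless stated. Hltf stayed lower and past the threshold in all 29 other settings run, with log2 fold changes from -1.64 to -0.93. No paired analysis was run, because the labels give the groups different replicate numbers and name no pairs, and the column numbers of the null group disagree with the labels.

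The count of changed genes ran from 7 to 1208 over the settings, against 136, and the count with the fold threshold from 7 to 196, against 61. In the order all calls and calls with the fold threshold, the values were 491 and 96 with RLE factors, 470 and 94 with upper quartile factors, 483 and 95 with TMM factors, 438 and 103 in edgeR, 1208 and 196 in DESeq2, 494 and 101 in limma-voom, 41 and 31 with no filter (17820 genes tested), 317 and 31 with RPKM and a pseudocount of 1, 336 and 94 with the decidua score, 913 and 166 with the yolk sac score, 7 and 7 with the Y-linked score, and 515 and 101 without the 50 most abundant genes in library sizes. All calls were 317 with RPKM and a pseudocount of 0.1, 70 with the length trend taken out, and 312 and 389 where the library level was also taken out with the length or the GC trend. In the simulation 9.71% of the DESeq2 calls were false. Leaving out each library gave 13 to 189 calls and 12 to 85 with the fold threshold. With the fold threshold the count was 20 without wild type 1, 16 without wild type 5, 21 without Hltf null 3 and 12 without Hltf null 5.

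Camera called 11 of 31 lists, 9 to 13 when a library was left out, 0 with an estimated correlation (2 at an unadjusted p under 0.05), and fry 0 for movement in a single direction (5 unadjusted) and 11 for movement in either. The lists of imprinted and of decidual genes were not called under TMM factors (adjusted p 0.0639 and 0.0621), RLE factors (0.0671 and 0.0643) or with the Y-linked score (0.0635 and 0.134), that of imprinted genes not with the length trend taken out (0.209), that of gamma protocadherins not with the Y-linked score (0.0561) or the length trend taken out (0.109), and that of G2M genes not in RPKM (0.470). Among called lists the mean log2 fold change moved by over 1.5 times for labyrinth genes (0.12), to 0.06 and 0.07 without wild type 2 or 4, 0.24 without wild type 3, and 0.18 and 0.01 without Hltf null 1 or 2, for macrophage genes (0.26), to 0.40 without wild type 3 and 0.11 without Hltf null 2, for decidual genes (0.17), to 0.04, 0.11 and 0.27 without wild type 1, 2 or 5, 0.10 without Hltf null 2 or 4 and 0.07 with the Y-linked score, for imprinted genes (-0.15), to -0.10 without wild type 1, for cytolysis and granule genes (0.95 and 0.93), to 0.62 and 0.57 without Hltf null 2, for gamma protocadherins (-0.23), to -0.15 without Hltf null 5, and for G2M genes (0.18), to 0.10 in RPKM. The yolk sac list turned from -0.37 to 0.24 without Hltf null 2. Of 28 named calls, 21 were lost without Hltf null 5, 17 without wild type 5, 15 without Hltf null 3 and 14 without wild type 1. Of the 3 relations between scores called over all libraries, 0 passed an adjusted p without the 2 farthest libraries, where r with the decidua score was 0.740 (permutation p = 0.0365, adjusted 0.183), and 2 passed with scores centred within each group, those with the decidua and yolk sac scores.

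Over 28 named genes called in limma-trend, 148 of 794 values in other settings were no longer past the threshold and 0 changed direction. Over 57 named genes not called, 143 of 1620 values in other settings were past the threshold, with Plvap in 15 settings, Neat1 in 13, Ndrg1 in 12, Gcm1 in 11 and Fcgr1 in 10, and 53 values changed sign. Alb (-0.01) became 0.0416 with RLE, 0.0298 with upper quartile, 0.0400 with TMM, 0.721 in edgeR, 0.727 in DESeq2, 0.186 in limma-voom, 0.0798 with RPKM + 1, 0.243, 0.591 and 0.533 with the Y-linked, decidua and yolk sac scores, 0.0135 without abundant genes, 0.666 without wild type 3 and Hltf null 2, 0.0382 with the GC trend taken out, and 0.00045 and 0.0878 with the level and the length or GC trend taken out. Cx3cl1 (-0.0055) became 0.0396, 0.0280, 0.0380, 0.0251, 0.0275 and 0.0958 in the first 6 of these, 0.00568 and 0.00914 with RPKM + 1 and + 0.1, 0.0337 and 0.0529 with the Y-linked and decidua scores, 0.0115 without abundant genes and 0.0420 with level and length trend taken out. Il2rb (-0.03) became 0.0196, 0.00782, 0.0179, 0.0239 and 0.0260 with RLE, upper quartile, TMM, edgeR and DESeq2, and 0.00252 with level and length trend taken out. Fgl2 became -0.0221 with the decidua score, Thy1 -0.0133 in limma-voom and -0.0589 and -0.0250 with the decidua and yolk sac scores, and Xist -0.0274 with the Y-linked score. When a library was left out, Alb ran from -0.574 to 0.897, Cx3cl1 from -0.0752 to 0.0789, Il2rb from -0.0839 to 0.0423, Fgl2 from -0.200 to 1.08, Thy1 from -0.187 to 0.460 and Lcn2 from -1.33 to 0.149. Low reads limit genes such as Gzmb, at a mean of 1.25 in wild type.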

Other observations

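The members named below were picked by smallest p and chosen for the text after their values were seen.

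Imprinted genes were called lower as a list (25 members, camera adjusted p = 0.0274; adjusted p = 0.695 with an estimated correlation; adjusted p = 0.0639 under TMM scaling, where the call was lost). Igf2, a fetal growth factor, fell from 3273 ± 585 to 2021 ± 252 (SD, n = 5 each; limma adjusted p = 0.0160), and Cdkn1c, a growth-restraining cell cycle inhibitor, from 462 ± 33.4 to 348 ± 12.7 (adjusted p = 0.0300), with all 5 null libraries below the wild type ones for both. Kcnq1ot1, an antisense RNA whose reads cannot be told from those of its sense gene without strand, fell by 0.58 (adjusted p = 0.0304), and H19 had -0.38 (adjusted p = 0.0743). The list call ended without wild type 1 (adjusted p = 0.117) or without Hltf null 2 (0.0932) or 4 (0.102), with RLE factors (0.0671), with the Y-linked score as a covariate (0.0635) and with the length trend taken out (0.209). Over all genes limma-trend called 3 members lower, and 1 higher and 4 lower adjusted over the list alone, while edgeR and limma-voom called 2 and DESeq2 5. Cdkn1c and Kcnq1ot1 were not called without wild type 1 (0.116 and 0.102), 4 or 5 or Hltf null 3 or 5, Cdkn1c also not without Hltf null 1 or 4, and Igf2 not without Hltf null 5 (0.0581), while Kcnq1ot1 was also lost under TMM scaling.

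Erythroid genes were called higher (8 tested of 16, adjusted p = 3.5e-05; adjusted p = 0.580 with an estimated correlation), with 1 call in limma-trend over all genes and 4 adjusted over the list alone (3 in edgeR, 2 in limma-voom, 4 in DESeq2). Hbb-b2 (log2 fold change 0.31), Epb4.2 (0.18), Hbb-b1 (0.17) and Alas2 (-0.04) were called by neither adjustment (limma adjusted p over all genes from 0.434 to 0.936). The rise thus did not extend over all erythroid genes tested. Hbb-y, an embryonic globin that can share reads with other globins, rose from 2.31 ± 0.89 to 6.44 ± 2.03 (SD, n = 5 each; limma adjusted p = 0.0160), and Slc4a1, the red cell anion exchanger, had 31.3 ± 8.30 and 55.8 ± 17.8 (adjusted p = 0.140). Macrophage genes were called higher (15 members, adjusted p = 0.00116; adjusted p = 0.695 with an estimated correlation), with 0 members called by limma-trend over all genes (3 at an unadjusted p under 0.05; 1 in edgeR and limma-voom, 2 in DESeq2), 1 adjusted over the list alone, and Emr1 at 7.34 ± 3.95 and 14.6 ± 5.58 (adjusted p = 0.166). G2M cell cycle genes (19 members, adjusted p = 0.00102; adjusted p = 0.614 with an estimated correlation; 0.470 in RPKM, where the call was lost) and decidual genes (16 members, adjusted p = 0.0153; adjusted p = 0.695 with an estimated correlation; 0.0621 under TMM and 0.0643 under RLE scaling, and 0.134 with the Y-linked score as a covariate) were called higher with 0 members called by limma-trend, edgeR or limma-voom. Adjusted over the list alone there were 0 in both, at an unadjusted p under 0.05 there were 4 and 0, DESeq2 called 2 and 0, and Ccnb1 had 2.02 ± 0.37 and 3.32 ± 0.69 (adjusted p = 0.137). The decidua call ended without wild type 1 (0.210) or Hltf null 4 (0.107), and that of Hbb-y without wild type 5 (0.0523) or Hltf null 5 (0.0606). The macrophage and G2M scores were highest in Hltf null 2 (0.697 and 0.316).

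Lists not called by camera were endothelium (adjusted p = 0.422), smooth muscle (0.665), yolk sac endoderm (0.625), neutrophil (0.901), interferon response (0.665), immediate early (0.206), postreplication repair (0.167), nuclear or non-polyadenylated RNA (0.931), Y-linked (0.206) and the neighbours of Hltf (0.931). The smooth muscle list was called lower without Hltf null 2 (0.00247) and without wild type 3 and Hltf null 2 (0.00646), the yolk sac list higher without Hltf null 2 (0.000536) and lower without Hltf null 5 (0.00448), and the Y-linked list lower without wild type 4 (0.0107) or Hltf null 1 (0.0172) or 3 (0.0266). Mean, median and test differed in sign for the lists of interferon response, NK identity, giant cell, prolactin, nuclear RNA and Hltf neighbour genes, all with adjusted p over 0.05. Plvap, an endothelial diaphragm protein, had 195 ± 37.2 and 138 ± 16.7 (SD, n = 5 each; limma adjusted p = 0.0644) and was called lower under TMM scaling (0.0310) and in 15 of 29 other settings in all. Of the endothelial genes limma-trend called 0 over all genes (4 at an unadjusted p under 0.05) and 1 higher, Cldn5, and 1 lower, Plvap, adjusted over the list alone, edgeR called 1, and DESeq2, limma-voom and limma-trend with TMM scaling 2. Ube2v2, a partner of Hltf's pathway of postreplication repair, had 6.34 ± 1.17 and 3.76 ± 0.91 (adjusted p = 0.0759) and was called lower in 6 other settings, limma-voom among them (0.0426). Over all genes limma-trend called 0 members of the immediate early, postreplication repair and nuclear RNA lists (4, 5 and 2 at an unadjusted p under 0.05), and 2, 1 and 1 lower adjusted over the list alone, while edgeR called 1, 0 and 1, limma-voom 1, 1 and 1, and DESeq2 3, 1 and 1. Of the smooth muscle, yolk sac, neutrophil, interferon, Y-linked and Hltf neighbour genes limma-trend, edgeR, limma-voom and DESeq2 called 0 over all genes, with 0, 0, 1, 0, 0 and 1 at an unadjusted p under 0.05.

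Ddx3y, a Y-linked helicase, was between 17.0 and 28.3 in wild type 1, 2, 3 and 5 and in Hltf null 1 and 3, and 0 in wild type 4 and Hltf null 2, 4 and 5. Xist, which is transcribed from the inactive X chromosome, was 637 or more in the last 4 of these libraries and 166 or less in the other 6. The labels describe the mice as female and do not say whether the dams are meant.

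A hypothesis fixed before its test was run was that genes near Hltf keep a segment of another strain. Among tested genes within 20 Mb of Hltf in the GRCm38 annotation, Hltf left out, 2 of 80 were called against 133 of 13205 elsewhere (odds ratio 2.52, Fisher's exact two-sided p = 0.195), so a retained segment could be neither shown nor excluded with so few calls.

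At an unadjusted p of 0.05 and the fold threshold, 188 genes passed here, within 1.5 times of the number of genes quoted from the study above, and 61 passed with an adjusted p. The study's text speaks of p-values, while the legend of its supplementary gene list names adjusted ones. An unadjusted p here may therefore be an unlike measure. Where the study's values are adjusted, the adjusted p here is the like one. The unadjusted p of Cxcr7 was 0.0965 here and its adjusted p 0.416. Both are higher than the p-value quoted from the study above. For Slc2a3 the unadjusted p was 0.0200 and the log2 fold change 0.41, both within 1.5 times of the values quoted above, and the adjusted p was 0.210. That is higher than the p-value quoted above. Of the cytolysis genes 1 passed the fold threshold at an unadjusted p under 0.05, and 0 with an adjusted p. Both counts are lower than the number of cytolysis genes quoted from the study above.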
